A study of Zea mays with 112 samples. Its data were reported in "Decoding the gene regulatory network of endosperm differentiation in maize" (2024).

How the data were processed

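DNA affinity purification sequencing with a PCR-amplified genomic library (ampDAP-seq) was analysed for maize transcription factors (TFs). In this assay a TF fused to a Halo tag is made in a wheat germ extract, fixed to magnetic beads and mixed with fragments of genomic DNA that carry sequencing adapters, and the fragments that stay bound are amplified and sequenced. Amplification removes DNA methylation and there is no chromatin, so a peak shows that the protein can bind the naked sequence. It does not show that the site is occupied in a plant. Genomic DNA came from leaves of the inbred line B73. The labels say that the coding sequences were cloned from leaf cDNA and the methods of the study say endosperm cDNA; the difference does not enter any value here.

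The authors trimmed the reads with Trimmomatic, aligned them to the B73 v4 genome with bowtie2, removed duplicates with Picard and called peaks with GEM against a library made with the empty Halo vector. The deposited lists hold 1 library and 1 set of peaks per TF, with no pooling and no replicate. Each peak is a window of fixed width around a summit. The authors' lists give each peak a display score, which was not used, a signal, whose meaning is not stated, and the −log10 of a p-value and of a q-value against the control. The lowest deposited −log10 q lay between 3 and 3.05 in every list, so the lists had been filtered at that level. Signal and q were used only to rank and filter peaks inside a list, apart from 1 correlation in the closing section, since neither is scaled between libraries as far as is stated. The read depth of the libraries was not given in the sources used here, and a list with few peaks can reflect a shallow library, a weak protein preparation or a TF with few sites.

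TFs were grouped by the family name in their titles. The 8 families with at least 3 TFs entered the comparisons between families, and TFs whose titles carry another name stayed in groups of their own, even where they are known members of such a family. The TFs of a family are its members and not replicates, and p-values measure the spread between TFs, each of which rests on 1 library. A code in the file names was used to mark possible library batches, since the labels give none. It separated 64, 28, 11 and 4 libraries, and 5 libraries carried no code. In comparisons of library codes, these 5 were treated as having the same code.

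The overlap of a pair of TFs was the share of the 5000 strongest peaks of one list with a summit of the other list's 5000 strongest within 100 bp, averaged over both directions. Peaks were ranked by the authors' q and then by signal. The length of 5000 was chosen with knowledge of the peak numbers given by the study. Families were compared in peak number by a permutation test of the Kruskal-Wallis H statistic on log10 peak number. Overlap within families was compared with overlap between families by a one-sided permutation test. The same was done for each family against pairs of 1 member and 1 TF of another family, with Benjamini-Hochberg adjustment over the 8 families. Each test used 100000 shuffles of the family labels over TFs, and the smallest p-value these can give is 1e-05. Pairs of TFs of 1 family with adjacent gene identifiers, and NKD1 with NKD2, were set beside the other pairs of their family by percentile, without a p-value, because pairs share members. Intervals of overlaps are 95% Wilson intervals on 5000 peaks and cover counting error only; at an overlap of 10.0% the interval runs from 9.20% to 10.9%. Copies of repeated sequence are not independent sites, so these intervals are too narrow.

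A locus was a run of summits each within 100 bp of the next, divided into 200 bp bins where the run exceeded 400 bp. The number of TFs per locus was compared with 20 circular shifts of the peaks of every TF along each chromosome, which keep the number and spacing of its peaks but not the parts of the genome to which reads can be aligned. Locus positions are the first and last summit in B73 v4 coordinates, counted from 1.

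The tests, the TFs and loci to be named and most alternatives were fixed before the data were examined. Named were the 3 highest and 3 lowest TFs of each measure, the pairs above, the 5 loci with the most TFs, the locus with the most members of each family (the first in genome order where several tied) and MRP1, NRP1, PBF1, NKD1, NKD2, BZIP22, EREB108, MYBR19, MYBR81 and WRKY8. Other TFs, named as the extreme pair of a family or as a partner of a named TF, were chosen after their values were seen, as were the limits of 2, 5, 10, 20 and 50 TFs per locus. Alternatives were 2000 strongest peaks, all peaks with a Jaccard index over 200 bp bins, summits within 50 bp or 250 bp, removal of loci bound by at least 5 families, pairs of the same or of different library codes, removal of each family and of each member of small families, stricter limits on q (10 times) and on signal (2 times the lowest), fixed 500 bp bins and the 5000 strongest peaks for loci. Comparisons that need a genome or gene annotation of B73 v4 were not run: peaks near genes, motifs in peaks, hexamer profiles, targets and gene lists, and TFs bound by TFs. A gene table of another B73 assembly (NAM-5.0) matched 0 of the gene identifiers and was not used.

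The tests were tried on simulated peak lists for the same 81 TFs, with an overlap of 30% planted in 4 families. The overlap recovered in those families was between 30.0% and 30.1%, and at most 0.070% was found in the 4 families with none planted. In 200 runs with shuffled labels, 4.5% gave a p-value under 0.05. A rate near 0.05 was set in advance, because the test itself shuffles labels, so these runs check the computation only. The simulated positions were random, without repeated sequence, blocks inside families or sites shared between families. Computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.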

Results

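Binding to naked B73 genomic DNA was profiled for maize TFs chosen by the study for a network of endosperm gene regulation. The TFs fell into 35 groups by the family name in their titles. WRKY was the largest family with 20 TFs, followed by EREB with 17, BZIP and NACTF with 13 each, MYBR with 7, MYB with 5, and HB and HSFTF with 3 each. These 8 families held 81 TFs. A further 4 groups had 2 TFs and 23 had 1. Each TF was represented by 1 library and no TF had a replicate, so no value for a single TF has a replicate error. The lists held 9750022 peaks on the 10 chromosomes and on unplaced contigs, with a median of 74233 peaks per TF (quartiles 29881 and 123269).

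Peak numbers differed widely between TFs. BZIP78 had the most peaks (285897), followed by OCL5A (233664) and EREB209 (225407). THX47 had the fewest (5387), below ZIM10 (6733) and HSFTF17 (6786). Among regulators named by the study, NRP1, a NAC-type TF, had 170007 peaks and MYBR81 had 150153. BZIP22 and EREB108 had 128620 and 122485 peaks. MRP1, the Myb-related activator of transfer-cell genes at the base of the endosperm, had 65618, and PBF1, the Dof protein that binds the prolamin box of zein genes, had 36142. WRKY8 had 30036 and MYBR19 had 19456. NKD1 and NKD2, zinc-finger TFs of aleurone development, had 29337 and 65352.

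To ask whether peak number was a property of the family, the 8 families were compared. The median was highest for BZIP (122625 peaks) and lowest for MYBR (44573), and WRKY had a median of 59750. Spread inside families was larger than the differences between them. EREB TFs ran from 10324 peaks (EREB65) to 225407, and WRKY TFs from 17026 (WRKY14) to 211449 (WRKY92). No difference in peak number between families was detected by a permutation test (H = 10.3, p = 0.165, 81 TFs). Within the largest library code the test gave H = 2.395 (p = 0.687, permutation, 36 TFs) and within the next largest H = 3.25 (p = 0.547, permutation, 26 TFs); other codes held too few families.

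**Figure D1:**
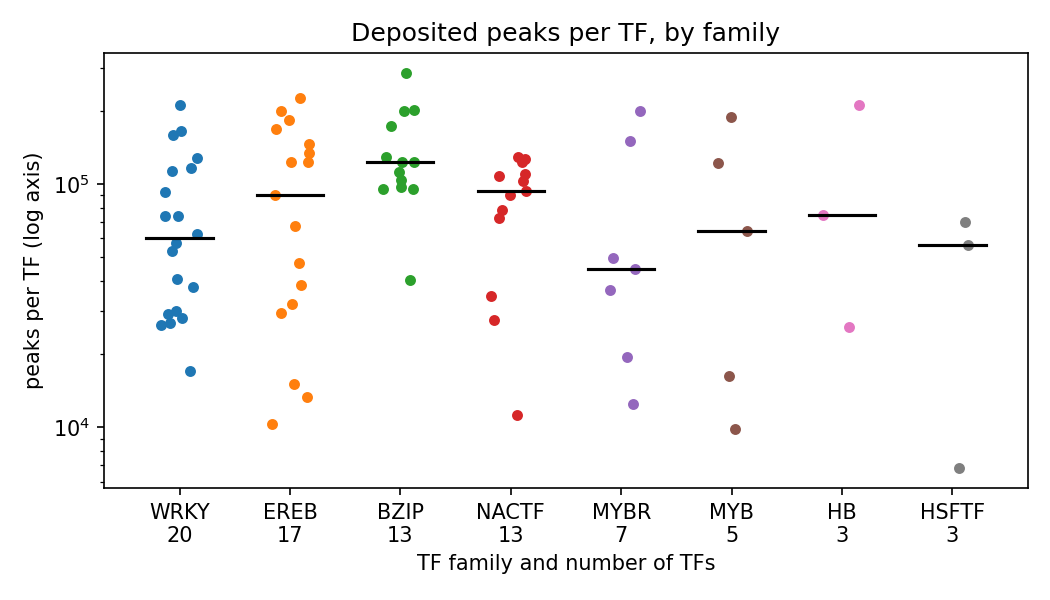
Deposited peaks per TF on a log axis for the 8 families with at least 3 TFs; each point is 1 TF with 1 library and the bar is the family median. Medians lie between 44573 and 122625 peaks, while TFs inside EREB alone range from 10324 to 225407.

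TFs of a family bound many of the same sites. Over 519 pairs inside families, a mean of 26.9% of the 5000 strongest peaks was shared, against 0.542% over 2721 pairs of different families. The difference of 26.3 percentage points was above every one of 100000 shuffles of the labels (permutation p = 1e-05, the smallest these can give). It was 29.5 points within the largest library code and 22.3 points within the next largest. WRKY pairs made up 190 of the 519, and without WRKY the means were 14.1% and 0.636% (13.5 points). With the Jaccard index over all peaks the difference was 11.3 points. Sharing was uneven inside families: 101 of the 519 pairs shared less than 1%.

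WRKY TFs shared the most of their strongest peaks. Their pairs had a mean overlap of 49.01%, against 0.426% with TFs of the other families, and no WRKY pair fell under 1%. WRKY14 and WRKY102 shared 82.3% of their strongest peaks, and the lowest pair, WRKY67 and WRKY47, still shared 11.4%. WRKY8 overlapped most with WRKY50 (72.6%, 95% interval 71.3% to 73.8%). The adjusted permutation p for WRKY was 8.0e-05. With 5000 random peaks per TF in place of the strongest, mean overlap was 4.03% for WRKY and 4.23% for HSFTF. Separate random draws from long lists seldom pick the same site even where both lists hold it. These values therefore have a low ceiling and do not show that weaker peaks are not shared. Over all peaks the mean Jaccard index was 16.7% for WRKY and 9.85% for HSFTF.

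BZIP, EREB and NACTF TFs shared fewer sites, and did so in blocks of members. Mean overlap was 17.5% for BZIP (adjusted permutation p = 0.00037), 14.3% for EREB (adjusted p = 0.00032) and 11.99% for NACTF (adjusted p = 0.0030), against 0.399%, 0.625% and 0.392% with other families. Median pairs were much lower than these means, at 4.31%, 8.44% and 2.65%. Within the largest library code, with 5 EREB TFs, their mean overlap was about as large at 14.7% but did not pass (adjusted permutation p = 0.061). Within the next largest, also with 5, it was 29.9% and passed (adjusted permutation p = 0.00067). BZIP52 and BZIP54 shared 61.9%, while BZIP8 and BZIP54 shared 0.040%. BZIP22 overlapped most with BZIP43 (48.1%) and BZIP8 (46.7%). EREB54 and EREB147 shared 56.4%, while EREB79 and EREB200 shared none of their strongest peaks. EREB108 overlapped most with EREB200 (29.2%), EREB196 (28.7%) and EREB147 (28.4%). NACTF109 shared 71.6% with NACTF5 and 66.7% with NACTF6 but 8.89% with NACTF29, which in turn shared 59.7% with NACTF11.

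Among the smaller families, HSFTF and MYB passed the adjusted threshold and MYBR and HB did not. Mean overlap was 18.1% for HSFTF (adjusted permutation p = 0.029), 13.9% for MYB (adjusted p = 0.025), 7.51% for MYBR (adjusted p = 0.051) and 13.3% for HB (adjusted p = 0.066). MYB73 and MYB155 shared 56.3% and MYB83 and MYB121 shared 36.5%, whereas MYB73 shared nothing with MYB83 or MYB121. In MYBR, MYBR86 and MYBR111 shared 47.3% and MYBR19 and MYBR33 shared 30.7%. The second pair was not particular to the family, since MYBR33 shared 33.4% and MYBR19 23.65% with MADS53. HB91 and HB118 shared 39.9%, and HB96 shared no strongest peak with either. The calls for MYB and HSFTF ended when single members were removed, and also over pairs of the same library code, where mean overlap was 6.84% for MYB in place of 13.9% (adjusted permutation p = 0.173) and 18.1% for HSFTF (adjusted permutation p = 0.107). The MYB pairs with 56.3% and 36.5% both have different codes. Over pairs of different codes, mean overlap for MYB was 16.9% and passed (adjusted permutation p = 0.020).

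**Figure D2:**
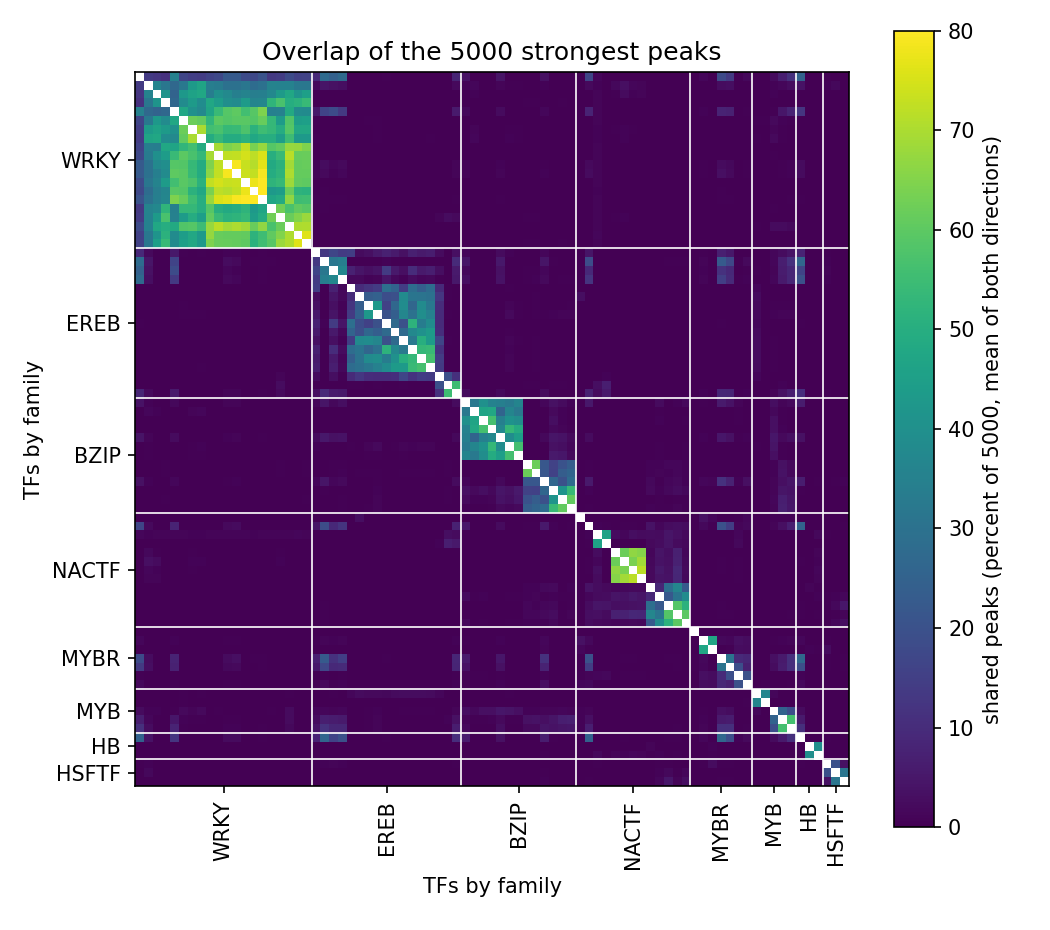
Share of the 5000 strongest peaks with a summit of the other TF within 100 bp, in percent, for the 81 TFs of 8 families; families are separated by white lines and TFs are ordered by similarity inside each family. WRKY forms 1 block with a mean of 49.01%, and BZIP, EREB and NACTF each break into blocks.

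Several TFs whose titles carry no large family's name overlapped with TFs of 1 family. NRP1 shared 43.6% with NACTF29 (95% interval 42.2% to 44.9%), 42.6% with NACTF11 and 35.2% with NACTF2. MRP1 shared 37.6% with MYBR81 (36.2% to 38.9%) and 30.9% with MYBR19 (29.7% to 32.2%), and MYBR81 and MYBR19 shared 19.3% with each other. GBF1, a G-box binding bZIP, shared 58.4% with BZIP75. DBF1, a TF of the AP2/ERF type, shared 37.3% with EREB18. OCL1 and OCL5A, homeodomain TFs of outer cell layers, shared 46.1% with each other, and OCL1 shared 55.2% with HB91. SMH1, a single-Myb-histone protein, shared 46.9% with MYBR98 and at most 1.69% with any other TF. PBF1 shared 37.2% with DOF36, a TF of the same type, and 37.4% with WRKY2. At the other end, the best partner of CPP10 shared 1.48% with it, that of TCPTF40 1.89% and that of GLK44 4.64%.

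Pairs of TFs of 1 family whose gene identifiers differ by at most 2 were examined next, to ask whether genes listed side by side encode TFs with shared sites. WRKY37 and WRKY79 shared 67.9% of their strongest peaks (95% interval 66.5% to 69.1%), more than 164 of the 189 other WRKY pairs (percentile 86.8). MYBR81 and MYBR33 shared 9.50% (8.72% to 10.3%), more than 16 of 20 other MYBR pairs (percentile 80), but with all peaks and the Jaccard index the percentile was 40. EREB108 and EREB150 shared 14.6% (13.6% to 15.6%), more than 86 of 135 other EREB pairs (percentile 63.7). None of the 3 pairs was the highest of its family. NKD1 and NKD2, whose group has no other pair, shared 58.6% (57.2% to 60.0%), while the next partner of NKD1 shared 6.95% and that of NKD2 8.36%.

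All peaks of all TFs were then merged into 3305289 loci to find sites bound by many TFs. A single TF was found at 50.1% of loci, against a mean of 64.6% after circular shifts, but with fixed 500 bp bins the direction turned (34.1% against 30.02%). After shifts the mean number of loci was 6013118. At least 2 TFs were found at 1647983 loci, 0.775 times their mean number after shifts. At least 5 TFs were found at 557280 loci, 6.51 times their mean number after shifts, and at least 10 at 128973 loci, against a mean of 68.2 (53 to 80 over 20 shifts). At least 20 TFs were found at 15019 loci and at least 50 at 8; no shift gave a locus with more than 13. The shifts ignore which parts of the genome can be aligned, which can raise these ratios. Each TF was also shifted on its own, which undoes the sharing inside families described above. An excess of loci with many TFs can follow from that sharing and does not by itself show sites bound by unrelated TFs. No shift kept families together, so how much of the excess the sharing gives was not tested. The 5 loci with the most TFs held TFs of 21 to 25 groups, more groups than the 13 TFs of any shifted locus. Sharing inside families alone does not give so many groups, although some groups hold related TFs under other titles. All 20 WRKY TFs met at 3408 loci, and 96.3% of all peaks lay at loci with fewer than 5 of the 8 families.

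**Figure D3:**
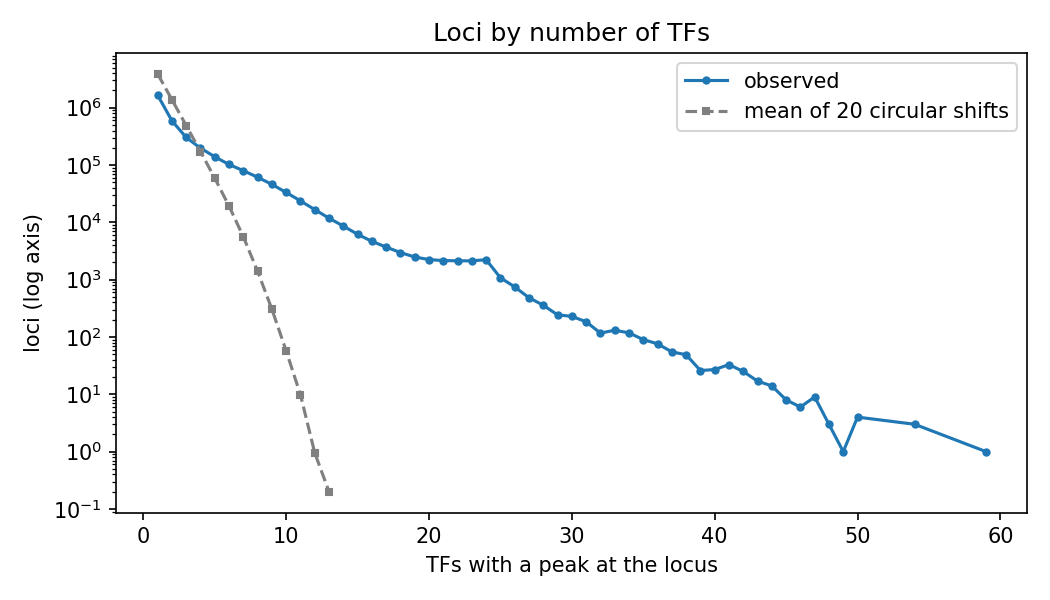
Number of loci (log axis) by the number of TFs with a peak there, for the deposited peaks and for the mean of 20 circular shifts of each TF's peaks. Observed loci reach 59 TFs, and shifted loci reach 13.

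The locus with the most TFs lay on chromosome 1 at 46266990 to 46267362 and had peaks of 59 TFs from 24 groups, among them 10 WRKY, 9 EREB, 8 BZIP and 5 NACTF TFs. Each of the next 3 had 54 TFs, on chromosome 1 at 83066568 to 83066767 (24 groups), chromosome 3 at 148132992 to 148133350 (25 groups) and chromosome 5 at 212745804 to 212746174 (21 groups). Next came 4 loci with 50 TFs each. The first of them in genome order, on chromosome 2 at 55421112 to 55421373, had TFs from 22 groups. Gene annotation of this build was not used here, so what lies at these loci is not given.

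Loci with a peak of every member of a family were most numerous for WRKY and HSFTF. All 20 WRKY TFs had a peak at 3408 loci, the first on chromosome 1 at 248398 to 248777 (24 TFs in all). All 13 BZIP TFs met at 20 loci, the first on chromosome 2 at 41532539 to 41532731 (14 TFs). All 3 HSFTF TFs met at 2353 loci, the first on chromosome 1 at 287380 to 287383 with no other TF, and all 3 HB TFs at 152 loci, the first on chromosome 1 at 28076395 to 28076531 (6 TFs). All 5 MYB TFs met at 3 loci, the first on chromosome 4 at 6358633 to 6359005 (26 TFs), and all 7 MYBR TFs at 1 locus, on chromosome 6 at 26864862 to 26865252 (25 TFs). At most 15 of 17 EREB TFs met, at 34 loci, the first on chromosome 1 at 5603636 to 5603974 (18 TFs), where EREB79 and EREB65 were missing. At most 11 of 13 NACTF TFs met, at 80 loci, the first on chromosome 1 at 18484338 to 18484574 (18 TFs), where NACTF134 and NACTF67 were missing.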

Values the study reported

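The study reported profiles and motifs for 161 TFs from 24 families, out of more than 200 TFs tested. Their sites merged into 2,506,059 separate loci, with a median near 79,258 for each TF. Adding 136 TFs from published data, 278 TFs were said to cover about 45% of the genome. These totals refer to a larger set of TFs than the one described above. The rule by which the study merged sites into loci is not stated and may differ from the one used here. The numbers of loci can therefore not be compared.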

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

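MYBR98 lay apart from the other 6 MYBR TFs in where its peaks fell. A share of 12.1% of its chromosomal peaks was in the outer 20% of the chromosomes (10% of the length at either end), against a family median of 19.4%. SMH1, its closest partner by overlap, was lower still at 11.9%, the lowest of all TFs. The measure was chosen after the data were examined, and 8 combinations of family and measure were searched in this way, each with a chance of about 1 in 20 of such a result.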

How the results depend on the processing

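No peak number result changed side of the threshold under 16 alternatives (H from 2.395 to 11.98, p from 0.089 to 0.687), and within-family overlap kept its direction and the smallest p-value under 30 (2.00 to 30.9 percentage points). The lowest came from 5000 random peaks per TF, where the random draws themselves limit the overlap. That alternative was added after seeing the data, as were the overlap analyses within 1 library code, peak number within the second largest code, shuffles within codes, the Jaccard index of neighbouring pairs and all alternatives for single families. With all peaks and the Jaccard index the difference was 11.3 points, and without WRKY 13.5 points. Of 8 families 6 passed the adjusted threshold; within the largest library code 2 of 5 did and within the next largest 3 of 5, with fewer TFs tested. With WRKY TFs left out, all 7 other families passed. MYBR passed in 8 settings (adjusted permutation p from 0.020 without WRKY to 0.049 with 2000 peaks), the Jaccard index (0.047), 250 bp (0.043) and pairs of different codes (0.046) among them, and HB without WRKY (0.049) and without HB96 (0.042). MYB did not pass with the Jaccard index (0.085). The HB difference was -1.63 points without HB118, -1.60 without HB91 and 39.8 without HB96, since HB96 shared no strongest peak with either. No leave-one-out for HSFTF kept its call (3.46 to 30.9 points), nor did MYB without MYB73 (8.76) or MYB155 (9.91). With 2000 peaks, 50 bp, 250 bp and the Jaccard index in turn, MYBR81 and MYBR33 shared 17.6%, 6.92%, 10.7% and 2.28%, EREB108 and EREB150 11.2%, 9.59%, 18.8% and 13.4%, and WRKY37 and WRKY79 71.9%, 54.4%, 72.5% and 30.6%. NKD1 and NKD2 shared 40.4% at 50 bp, 65.3% at 250 bp and 19.97% by the Jaccard index. Loci with at least 10 TFs numbered 6187 with the 5000 strongest peaks, since fewer peaks enter; the other causes were not tested. No paired analysis was possible because each TF has 1 library. Alternatives for comparisons that need a genome were not run. Peak numbers are limited by a sequencing depth that is unknown here.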

Other observations

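The measures in this part were chosen after the data were examined, from 7 that were tried, and the tests of library code, −log10 q and spacing after related values had been seen. Families differed in where along the chromosomes their peaks lay. The share in the outer 20% of chromosomes had a median of 23.4% for EREB TFs and 23.2% for MYB TFs, against 18.3% for WRKY, 18.1% for HB and 16.5% for HSFTF (permutation test of Kruskal-Wallis H = 48.3, p = 1e-05, the smallest the shuffles can give, 81 TFs). It also differed within the largest library code (H = 22.1, permutation p = 1e-05, 36 TFs) and the next largest (H = 16.2, permutation p = 0.00019, 26 TFs). BZIP (20.8%), NACTF (19.6%) and MYBR (19.4%) lay between. MYB83 (25.2%), NACTF6 (25.02%) and EREB200 (24.5%) were the highest single TFs, and SMH1 (11.9%), MYBR98 (12.1%) and HSFTF21 (14.3%) the lowest. Chromosome lengths were taken from the last peak of any list.

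Strongest peaks of PBF1, DOF36 and BZR1, TFs outside the WRKY family, overlapped those of WRKY TFs by means of 24.8%, 23.7% and 9.12% over the 20 WRKY TFs. ZmOrphan110 overlapped them by 44.1%. Carry-over of WRKY-bound fragments into these libraries and adjacent sites of both families are candidate explanations, and they cannot be told apart here. The libraries of these TFs were all of 1 library code, but that code holds 64 libraries, so sharing it says little. Median distances between shared summits were 9.5 to 37 bp, inside the range of WRKY pairs, which had been set beforehand as evidence against adjacent sites; that bound was wrong, because WRKY pairs with shared sites themselves reached 43 bp and adjacent sites would lie inside that range too. Presence of DOF36 and PBF1 peaks at strong WRKY peaks went together beyond peak rank (median phi 0.454). Of the pairs not of 1 type, BZR1 and PBF1 gave 0.457 and BZR1 and DOF36 0.386.

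Some TFs overlapped TFs of many other families. The highest mean overlaps with other groups were those of MYBR33 (6.13%), HB96 (5.97%) and MADS53 (5.83%), and the lowest those of TCPTF40 (0.061%), MYB121 (0.082%) and MYB83 (0.097%). Single pairs of different groups reached far higher values than these means. MADS53 shared 36.6% with HB96, 33.4% with MYBR33, 32.6% with EREB118 and 31.3% with GATA24. HB96 has the library code of MADS53, and MYBR33, EREB118 and GATA24 each have another. Among the 8 families, 32 of the 2721 pairs of different families shared over 10%. Library batch, as marked by the code, cannot explain the overlaps of MADS53 across codes and stays open for the rest. Pairs of different groups with the same library code overlapped 0.596 percentage points more than those with different codes (1.73% against 1.14%, permutation p = 0.018). These pairs include TFs of 1 type kept apart only by their titles. Some have the same code (OCL1 and HB91, 55.2%) and some different codes (DBF1 and EREB18, 37.25%). NRP1 and NACTF2 (35.2%), both without a code, counted as having the same one. The difference can therefore reflect relation between TFs as well as batch. Among the 8 families the direction was the opposite (0.490% against 0.569%). Weak enrichment stays open too, as mean overlap fell with the median −log10 q of the strongest peaks (Spearman rho = -0.275, permutation p = 0.0036; Pearson r = -0.230, permutation p = 0.014, all TFs) and did not pass the threshold within any of 3 codes (rho = -0.221, -0.218 and -0.545, permutation p = 0.082, 0.267 and 0.088). Without the 2 TFs farthest from the median q, r was -0.279. The study also reports the fraction of reads in peaks for each TF, and that measure of enrichment was not used here. Of 2 relations computed, the other, with log10 peak number, gave rho = -0.335 (adjusted permutation p = 0.00054, against 0.0036 for q) and r = -0.385, with exceptions among the shortest lists (THX47, HSFTF17 and MYB121, all under 1%). No biological explanation was tested.

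Neighbouring peaks of 1 list often lay at 1 exact distance or at several. In 71 lists, of those with a median above 0, the commonest spacing between 20 and 400 bp was over 10 times as frequent as the median over all spacings. It was 80 bp (within 2 bp) in 15 of 20 WRKY TFs, with 1111 neighbours at exactly 80 bp in WRKY8, and in 5 of 92 other TFs (NACTF11, MYB73, EREB18, PBF1 and ZmOrphan110). Others differed: 114 bp in both NKD1 and NKD2, 178 bp in both EREB65 and EREB79, and 229 bp in both BZIP104 and GBF1. Single lists could hold more than 1 frequent distance. EREB65 had 436 neighbours at 89 bp, 457 at 178 bp and 246 at 267 bp. WRKY8 had 536 at 42 bp beside those at 80 bp. A spacing set by the peak caller would be expected in all families, and 5 of 92 lies between the bounds set for and against it. PBF1 and ZmOrphan110 are among the TFs above that share strongest peaks with WRKY. Without them it was 3 of 90, past the bound against the caller, but they were left out after their values were seen. The commonest spacing also differed between lists with many neighbours at it. It was 63 bp in WRKY72 (3198 neighbours), 147 bp in NACTF77 (2894) and 229 bp in BZIP104 (1983). These values argue against 1 spacing set by the caller in all lists. A caller spacing that differs between lists was not tested. Copies of repeated sequence that hold several sites may also give such spacings and were not tested, as no genome sequence was used.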
